A study of Mus musculus with 4 samples.

How the data were processed

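The assay was 10X Genomics Visium CytAssist for FFPE tissue, version 2, per the labels' protocols. It was run on coronal sections of 4 mouse brains trimmed to show the striatum, from 2 wild-type and 2 Celsr3 heterozygous animals. The authors deposited a single table of raw counts for genes and spots. The program that made these counts, the genome build, the probe set and any filter on spots are not stated in the labels or in the table. The labels thus do not tell whether spots outside tissue were removed by the authors. The values were checked to be whole numbers of at least 0 for all 19465 genes and 12602 spots. All genes had a name, 66 had no count in any spot, and 0 mitochondrial genes were in the table. Probes target part of each transcript, so the counts of different genes are not on one scale of abundance. Counts of closely related genes are open to probe sharing.

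Each spot name is a barcode followed by an ending that splits the spots into 4 barcode sets. There were 4744 different barcodes, of which 1613 occurred in all 4 sets, and no barcode occurred more than once within a set. Each set held 2808 to 3445 of these barcodes, and at most 10 of its spots had fewer than 2000 counts. This argues against a table without any filter on spots, but how spots were left out is not known. The ending matches no sample name, genotype or replicate number in the labels, so no set was assigned to an animal. Order and gene levels, Celsr3 included, were not used to assign one. The tests planned before the data were examined compared the genotypes on counts summed per section, with gene list tests, an interaction of region with genotype and a permutation test of region shares. They need the genotype of each section and were not run. In their place, values are given for each set, with no SD, no p-value and no mean over sets.

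Spots with fewer than 500 counts were left out, which removed 1 spot. For clustering, counts were scaled to 10000 per spot and log-transformed, and 2000 variable genes were chosen without the genes of the lists, the Celsr genes and the sex-linked genes. The values were centred per gene within each set. Clusters came from 30 principal components, 15 nearest neighbours and the Leiden method at resolution 0.8 with seed 0 (scanpy 1.11.5, leidenalg 0.10.2, python-igraph 0.11.9, scikit-learn 1.9.0). Clusters are named by number and by leading genes, which are those with the largest fold of mean CPM inside over outside with 10 CPM added. The striatal-marker region holds each cluster with at least 3 of 14 striatal marker genes among its 10 leading genes. These marker genes define the region and are not reported as results in it. A spot can hold several cells, and no cell-type makeup was estimated.

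Levels are CPM, the counts of a gene summed over the spots of a set or area per 1000000 of all counts summed there. Levels have exact Poisson intervals, shares of spots exact Clopper-Pearson intervals, and ratios of levels exact conditional binomial intervals, all at 95% (scipy 1.17.1). They cover counting error only. The region held 27822778, 20467814, 27493776 and 10088049 counts in sets 1 to 4, and all other spots 146938782, 89195348, 137691136 and 80664426. A count of 0 was set to a floor of 3 counts, which lies below the upper end of its exact Poisson interval. A ratio of region to other spots is called higher or lower where its interval leaves out 1.

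Genes called 2-fold apart differ by at least 1 on the scale of log2(CPM + 1) among genes with a mean of at least 10 CPM, which understates the change of low genes. A gene list was compared over its genes with a mean of at least 1 CPM. Its median range over the 4 sets was placed among 10000 random lists matched in 50 bins of mean CPM. The rule for named genes covered Celsr1, Celsr2, Celsr3, the dopamine list, the Y-linked genes and Xist. Its further part, the genes with the largest changes in each genotype test, had no test to draw on. Other genes named in the closing section were chosen after their values were seen. Xist and Tsix were not analysed here, and some genes of the lists are not reported by name.

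The alternatives were clustering resolutions of 0.4 and 1.2, no centring within sets, minimums of 1 and 2000 counts per spot, a region defined by the summed CPM of the 14 markers above an Otsu threshold (scikit-image 0.26.0), counts thinned to the smallest library, no filter on genes, and RLE scaling. TMM scaling belonged to the planned genotype tests, which were not run. Its use on the values per set was added after the data were seen. So were clustering without each set in turn, a list minimum of 5 CPM, the count of genes 2-fold apart and the spread of the lists. The TMM and RLE factors came from edgeR 4.0.16 in R 4.3.3. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

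The steps were tested on simulated data. With 200 of 10147 genes changed 4-fold between sets 1 and 2, 95.0% were recovered as 2-fold apart and 0 unchanged genes were called. All 20 genes made near absent in set 4 were found among 19465 genes, with 0 others. A list of 10 genes changed 4-fold in one set was at percentile 100, and 1 of 20 unchanged lists was above 95. Spots redrawn from the mean profiles of their clusters gave clusters with an adjusted Rand index of 0.586 to the originals, with 100% of the striatal-marker spots recovered and 0 others called. The redrawn spots of a cluster differed by depth and counting error alone. This recovery therefore does not show how stable the border of the region is in the data.

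Gene names and gene order came from a RefSeq table of assembly GRCm38.p6, in which 19330 of the table's genes (99.3%) were matched by name. As the build behind the deposited counts is not stated, no coordinates are given. No genome sequence was used, so GC content was not tested.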

Results

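Spatial gene expression was measured in coronal brain sections of 4 mice, 2 wild-type and 2 heterozygous for Celsr3, a gene that encodes an adhesion G protein-coupled receptor of the cadherin family. The question of the study was whether lower Celsr3 dosage alters gene expression in the striatum, with dopamine genes in view. The sections came from formalin-fixed, paraffin-embedded tissue, and the Visium CytAssist assay reads gene probes captured on a grid of barcoded spots. A spot is a small area that can hold several cells.

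The deposited counts covered 19465 genes in 12602 spots. The spot barcodes fell into 4 barcode sets, numbered 1 to 4 by the ending of the barcode, and 0 of these sets could be tied to a mouse or a genotype from the labels. No comparison of heterozygous with wild-type mice was therefore made, and values are given for each barcode set. There was no replicate error to set against these values. The intervals are 95% intervals that cover counting error only, so a difference beyond them separates the libraries and not the genotypes.

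Sets 1 to 4 held 3055, 2808, 3445 and 3294 spots. Their total counts were 174761560, 109663162, 165185177 and 90752475. The median count per spot was 52481 in set 1, 38182 in set 2, 44966 in set 3 and 26444 in set 4, with medians of 8993, 8056, 8559 and 7086 genes detected per spot. The spread of counts per spot is shown in the box plot of the 4 sets. After 1 spot of set 3 with fewer than 500 counts was left out, 12601 spots were kept. No pair of sets held the same library: a chi-square comparison of their gene counts gave between 87.4 and 493.3 per degree of freedom, far above sampling noise. The Y-linked genes were detected in every set, with whole-section levels of 45.0 to 66.8 counts per 1000000 counts (CPM) for Ddx3y, 31.9 to 43.1 CPM for Uty, 17.2 to 26.8 CPM for Kdm5d and 45.9 to 75.8 CPM for Eif2s3y.

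**Figure D1:**
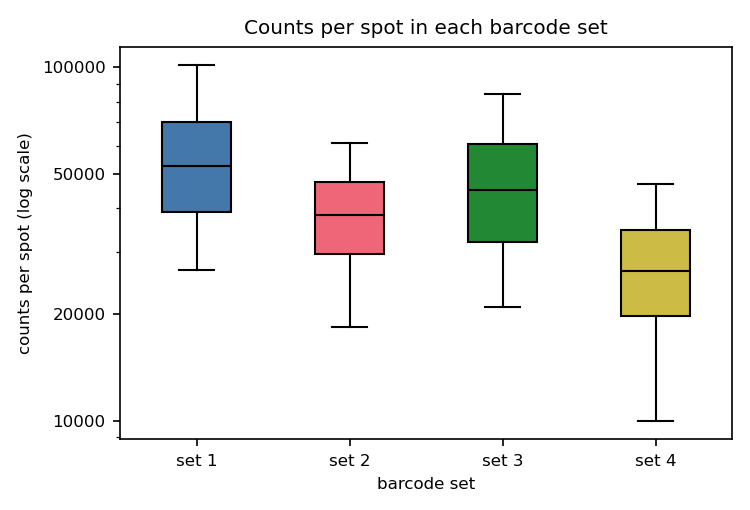
Counts per spot (log scale) in each of the 4 barcode sets; the line in each box is the median, the box spans the quartiles and the whiskers the 5th and 95th percentiles of spots. The median was highest in set 1, at 52481, and lowest in set 4, at 26444.

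The first question was which spots lay in the striatum and what share of each section they took. Clustering of the kept spots gave 22 clusters. By a rule on striatal marker genes set before the data were examined, clusters 1 and 7 formed the striatal-marker region. Adora2a and Ppp1r1b were among the leading genes of cluster 1, and Lrrc10b and Scn4b among those of cluster 7. All 572 spots of cluster 7 came from set 2, whereas cluster 1 held 15 spots of set 2, so different clusters made up the region in set 2 and in the other sets. The region held 560 of 3055 kept spots in set 1 (18.3%, exact Clopper-Pearson interval 17.0 to 19.8), 587 of 2808 in set 2 (20.9%, 19.4 to 22.5), 668 of 3444 in set 3 (19.4%, 18.1 to 20.8) and 410 of 3294 in set 4 (12.4%, 11.3 to 13.6). The median of the 4 shares was 18.9%. The share in set 4 lay below the intervals of the other sets, and the intervals of sets 1, 2 and 3 overlapped one another. Of the alternatives, defining the region by a marker score moved the shares most, to 25.0%, 32.2%, 28.4% and 17.9% in sets 1 to 4. A share of spots also moves with the plane and the trimming of a section.

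The other clusters were also unevenly spread over the sets. At least 30 spots from every set were present in 9 of the clusters outside the region, and 3 of the 22 clusters drew over 90% of their spots from a single set. These were cluster 7, cluster 10 (97.9% from set 4, led by Adra1d, Kcnab3 and Emx1) and cluster 19 (98.2% from set 2, led by Oxt, Gal and Irs4). Cluster 13, led by Tcf7l2, Zic1 and Gbx2, held 5.04% of the spots of set 1, 0.145% of set 3 and 9.47% of set 4, and 0 spots of set 2. Cluster 15, led by Prkcd, Zic1 and Lbhd2, held 0.949%, 5.48% and 7.55% of sets 1, 2 and 3, and 0 spots of set 4. These values are seen in the heat map of cluster shares.

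**Figure D2:**
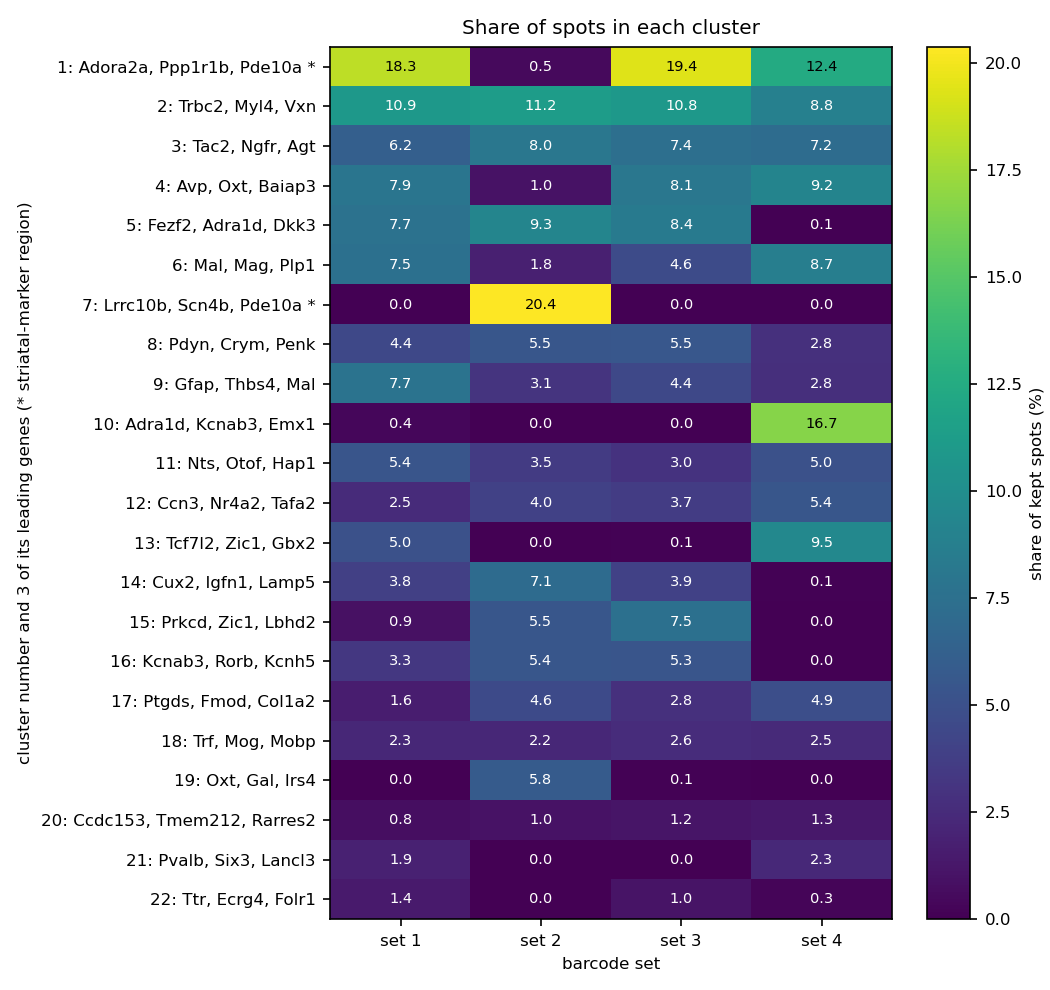
Share of kept spots (%, colour and printed value) in each of the 22 clusters (vertical axis, with 3 of its leading genes) for each barcode set (horizontal axis); an asterisk marks the clusters of the striatal-marker region. The region is formed by cluster 1 in sets 1, 3 and 4 and almost wholly by cluster 7 in set 2.

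Celsr3, the targeted gene, was measured first. Over the whole section its level was 31.7 CPM in set 1 (exact Poisson interval 30.9 to 32.6, 5545 counts), 46.8 CPM in set 2 (45.5 to 48.1, 5132 counts), 26.0 CPM in set 3 (25.2 to 26.8, 4296 counts) and 47.2 CPM in set 4 (45.8 to 48.6, 4279 counts). Sets 2 and 4 differed by less than counting error, with a ratio of 0.99 (0.95 to 1.03). Set 1 exceeded set 3 by a ratio of 1.22 (1.17 to 1.27), and the ratio of set 3 to set 4 was 0.55 (0.53 to 0.58). Scaling moved Celsr3 most. TMM scaling gave 34.2, 44.8, 27.7 and 42.9 CPM in sets 1 to 4, and RLE scaling 33.7, 45.0, 27.9 and 43.1 CPM. Under both, set 2 had the highest value, and set 3 still had the lowest. In the striatal-marker region the levels were 29.7, 43.3, 24.3 and 41.6 CPM, and the highest exceeded the lowest 1.78-fold, against 1.81-fold over the whole section. Of the 500 genes nearest in mean abundance, 81.8% had a smaller range over the 4 sets than Celsr3. The related gene Celsr2 was at 183.8, 172.1, 200.1 and 158.2 CPM, a range larger than that of 28.2% of the 500 genes nearest to it. Celsr1 was at 4.77, 3.24, 6.08 and 3.07 CPM, where the share was 68.8%.

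The next question concerned the 12 dopamine genes of the list fixed before the data were examined. As the genotypes could not be compared, the level in the striatal-marker region was set against all other spots of the same section. These other spots included cluster 8, led by Pdyn, where Drd1 and Drd2 were themselves above the rest of the section in every set. Over the sets the ratio there was 3.37 to 3.91 for Drd1 and 2.41 to 4.84 for Drd2. Leaving cluster 8 among the other spots thus lowers the Drd1 and Drd2 ratios of the region. Among the genes named here, Drd1 and Drd2 were higher in the region in every set. The ratio for Drd1 was 11.7 (exact conditional binomial interval 10.8 to 12.8) in set 1, 7.84 (7.12 to 8.65) in set 2, 9.12 (8.42 to 9.87) in set 3 and 14.1 (12.2 to 16.2) in set 4. The ratio for Drd2 was 16.6 (15.96 to 17.2), 12.9 (12.4 to 13.5), 14.2 (13.7 to 14.8) and 18.9 (17.7 to 20.2). The sizes of these ratios depended on the definition of the region. With the region defined by score, the log2 ratio of Drd1 in set 2 rose from 2.97, the lowest of the sets, to 4.73, the highest, and that of Drd2 in set 3 rose from 3.83 to 5.33. The level of Drd1 inside the region ranged from 54.5 to 63.7 CPM over the sets and that of Drd2 from 301.5 to 441.8 CPM.

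Ddc, Slc18a2 and Maoa were lower in the region in every set. Their ratios ranged from 0.430 to 0.581 for Ddc, from 0.104 to 0.327 for Slc18a2 and from 0.668 to 0.767 for Maoa. Maob was lower in 3 sets, but in set 3 (0.901, 0.822 to 0.988) the direction reversed under TMM and RLE scaling and with the region defined by score. Th and Drd5 were each lower in the region in 2 sets and within counting error in the others, and Slc6a3 was lower in set 1 alone. Drd4 was within counting error in every set. Drd3 rested on 17 to 41 counts per set in the region. Its ratio was below 1 in set 1 (0.683, 0.463 to 0.978) and in set 4 (0.610, 0.349 to 0.998), and the direction in set 1 reversed where a neighbouring cluster, led by Pdyn, joined the region. In sets 2 and 3 the ratio was within counting error, at -0.20 and -0.26 on the log2 scale, but with the region defined by score it was 1.80 and 0.55. TMM scaling raised the region relative to the other spots by 0.11 to 0.18 on the log2 scale, and RLE scaling by 0.19 to 0.23. Inside the region Th ranged from 5.46 CPM in set 3 to 14.2 CPM in set 4, wider than 90.8% of the 500 genes nearest in abundance.

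**Figure D3:**
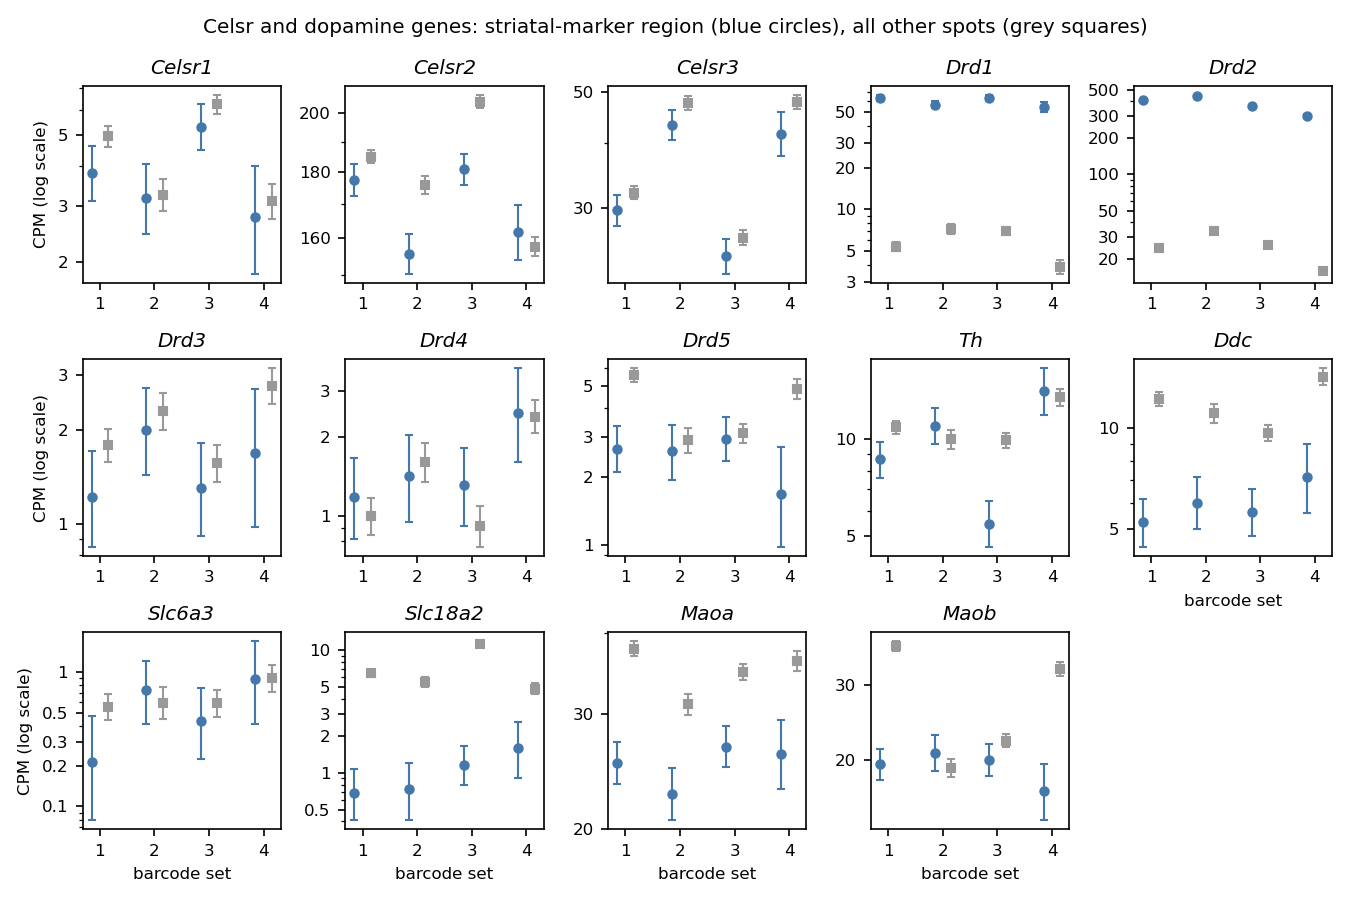
Level in CPM (log scale, a separate range in each panel) of 3 Celsr genes and 11 dopamine genes in each barcode set, in the striatal-marker region (blue circles) and in all other spots (grey squares), with exact 95% Poisson intervals. Drd1 and Drd2 lie higher in the region in all 4 sets, and Celsr3 is lowest in set 3 in both areas.

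How far the sections differed across genes was then measured for each of the 6 pairs of sets. Of 10144 genes with a mean of at least 10 CPM over the whole section, 50 were at least 2-fold apart between sets 1 and 3, and 79 between sets 2 and 4. The other pairs had 686 genes (sets 1 and 2), 733 (sets 1 and 4), 417 (sets 2 and 3) and 569 (sets 3 and 4). Inside the striatal-marker region, where 9640 genes were compared, the numbers were 33 for sets 1 and 3, 85 for sets 2 and 4, and 403 to 630 for the other pairs. TMM scaling raised the number from 630 to 1170 for sets 1 and 4 and from 473 to 917 for sets 3 and 4. These counts describe pairs of libraries and carry no test.

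The split into higher and lower genes depended on the scaling. Between sets 1 and 4, 490 genes were higher in set 1 and 243 in set 4 by CPM, against 994 and 96 under TMM scaling. Between sets 1 and 2 the split was 489 higher in set 1 and 197 in set 2, against 815 and 96. Between sets 2 and 3 it was 150 and 267, against 91 and 456, and between sets 3 and 4 it was 319 and 250, against 677 and 119. TMM scaling placed the median of all compared genes 0.24 higher on the log2 scale in set 1 than in set 2, where CPM placed it 0.07 higher. For sets 1 and 4 these medians were 0.31 and 0.07, for sets 3 and 4 they were 0.28 and 0.06, and for sets 2 and 3 they were -0.21 and -0.06.

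**Figure D4:**
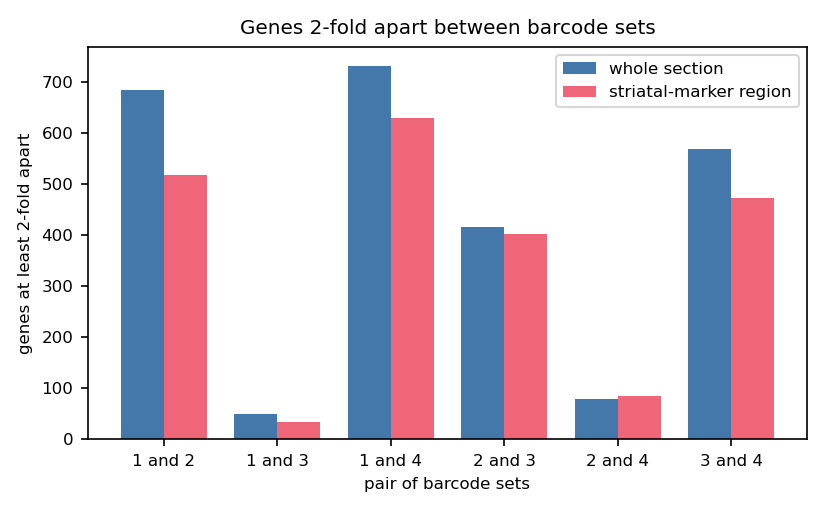
Number of genes at least 2-fold apart (vertical axis) between each of the 6 pairs of barcode sets (horizontal axis), with separate bars for the whole section and for the striatal-marker region. The pair of sets 1 and 3 and the pair of sets 2 and 4 have the fewest, with 50 and 79 genes over the whole section.

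The 8 gene lists fixed before the data were examined were compared by their spread over the sets. For each list, the median range over the 4 sets, on the log2(CPM + 1) scale, was placed among 10000 random lists of the same size matched on abundance, which describes these libraries and is not a test. In the striatal-marker region the median range of the dopamine list was 0.55 over 11 genes, at percentile 49.9. The direct-pathway list had 0.40 (percentile 19.2), the indirect-pathway list 0.48 (50.1), the astrocyte list 0.51 (62.0) and the microglia list 0.69 (90.4). Above percentile 95 were the immediate-early list, at 1.68 (100), the interneuron list, at 0.99 (99.8), and the oligodendrocyte list, at 0.68 (96.4). The oligodendrocyte list fell under that line at a clustering resolution of 0.4 (92.3) and under RLE scaling (94.3).

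In all other spots the percentile was 95.4 for the dopamine list, 92.2 for the direct-pathway list, 99.6 for the indirect-pathway list and 75.5 for the interneuron list. It was 100 for the immediate-early and the oligodendrocyte lists, 77.1 for the astrocyte list and 95.3 for the microglia list. These spots hold different mixes of clusters in each set.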

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

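TMM scaling was planned for the tests of genotype, and its use on the values per set was chosen after the data were seen. So were clustering without each barcode set in turn, a list minimum of 5 CPM, the counts of genes 2-fold apart and the spread of the gene lists. The other alternatives were planned. No paired analysis was possible because the spot names carry no replicate number and no sample. For the same reason the edgeR quasi-likelihood and DESeq2 tests of genotype, the camera and fry list tests, the interaction of region with genotype, the permutation test of shares and the fits without each replicate were not run.

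The share of spots in the striatal-marker region moved with the definition of the region. For sets 1 to 4 it was 18.3%, 20.9%, 19.4% and 12.4% as reported. It became 23.04%, 26.4%, 25.4% and 15.8% at a resolution of 0.4, and 20.1%, 23.9%, 21.3% and 14.6% at 1.2. With a minimum of 1 count per spot it was 24.3%, 28.2%, 26.2% and 16.9%, and with 2000 it was 24.1%, 28.2%, 26.6% and 16.9%. By score it was 25.0%, 32.2%, 28.4% and 17.9%, with 475 kept spots within 0.5 on the log2 scale of the threshold. Without centring, sets 1 to 3 had 22.9%, 22.8% and 25.3%, and set 4 stayed within its counting error. Clustering without one of the other sets gave 20.6% to 22.6% in set 1, 20.6% to 25.2% in set 2, 20.2% to 24.3% in set 3 and 12.4% to 16.2% in set 4. Set 4 had the lowest share under each of these settings. The order of the other sets changed without centring.

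Part of the movement lies in a single cluster. Cluster 8, led by Pdyn and chosen after its values were seen, had 571 spots outside the region. Of these, 552 lay inside the region at resolution 0.4, 558 with a minimum of 1 count per spot, 570 with 2000 and 564 by score. A minimum of 1 count kept a single further spot, so a small change of the input was enough to bring most of cluster 8 into the region. The region then held 3 clusters in place of 2. A moved border between clusters and a further cluster passing the marker rule were not told apart.

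Celsr3 over the whole section became 34.2, 44.8, 27.7 and 42.9 CPM in sets 1 to 4 under TMM scaling and 33.7, 45.0, 27.9 and 43.1 CPM under RLE scaling. The factors were 0.927, 1.04, 0.939 and 1.10 by TMM and 0.942, 1.04, 0.933 and 1.09 by RLE. Set 3 stayed lowest and set 1 next, while set 2 in place of set 4 had the highest value.

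For single dopamine genes, 438 ratios of region to other spots over all settings were the same within counting error, 131 moved and 7 reversed. Drd3 in set 1 reversed to 0.14 on the log2 scale at resolution 0.4, 0.29 with a minimum of 1 count per spot, 0.26 with 2000 and 0.27 by score. In these 4 settings cluster 8, where Drd3 was higher, lay mostly inside the region. In set 2, reported at -0.20, it was 0.54, 0.48, 0.52 and 1.80 under the same settings and 0.59 with clustering without set 3, and in set 3, reported at -0.26, it was 0.24, 0.33, 0.32 and 0.55. The cause of the high value in set 2 by score was not tested. Maob in set 3 reversed to 0.02 by score, 0.03 under TMM scaling and 0.04 under RLE scaling. For the scalings this follows from the rise of the region relative to the other spots, and by score the cause was not tested. Among the genes named here, Drd1 and Drd2 were higher, and Ddc, Slc18a2 and Maoa lower, in every set under the reported setting. The log2 ratio of Drd1, reported at 2.97 to 3.82 over the sets, lay between 2.95 and 4.73 over the alternatives, and that of Drd2, reported at 3.69 to 4.24, between 3.63 and 5.40. The highest of these came with the region defined by score.

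Over the whole section, the numbers of genes 2-fold apart stayed within 1.5 times the reported ones, except that without a filter on genes 115 genes were apart between sets 1 and 3 and 163 between sets 2 and 4, in place of 50 and 79. In the striatal-marker region, no filter gave 87 genes for sets 1 and 3, 1105 for sets 1 and 4, 176 for sets 2 and 4 and 807 for sets 3 and 4, in place of 33, 630, 85 and 473. More genes, of lower counts, were compared without a filter. TMM scaling gave 837 genes in the region for sets 1 and 2, 1170 for sets 1 and 4, 633 for sets 2 and 3 and 917 for sets 3 and 4, in place of 518, 630, 403 and 473, and the region by score gave 53 for sets 2 and 4. The cause of these moves was not tested. The other settings, clustering without each set included, stayed within 1.5 times. Over the whole section, RLE scaling split the genes higher in the first and in the second set into 749 and 116 for sets 1 and 2, 891 and 111 for sets 1 and 4, 89 and 461 for sets 2 and 3, and 678 and 119 for sets 3 and 4. Over all settings, 78 percentiles of gene lists in the region stayed on their side of 95, and the oligodendrocyte list fell to 92.3 at resolution 0.4 and to 94.3 under RLE scaling.

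Depth limits the values of the low genes. Set 4 had 10088049 counts in the region, and Drd3, Slc6a3, Slc18a2 and Drd4 have wide counting intervals there.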

Other observations

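Of the tests in this part, those of genotype or handling, of library yield, of a trend with abundance, of region mix for the genes near absent or near exclusive in a single barcode set, and of the immediate-early list were chosen after the result was seen. The test of abundance replaced an earlier one, by centring, that moved nothing. The patterns themselves, and the genes named for them, were found in the same data.

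The 4 barcode sets fell into pairs. When each gene's log2(CPM + 1) was taken relative to its mean over the sets, the correlation across 10144 genes was 0.52 between sets 1 and 3 and 0.48 between sets 2 and 4. It was -0.81 between sets 1 and 2, -0.73 between sets 1 and 4, -0.66 between sets 2 and 3 and -0.80 between sets 3 and 4. Shuffling the 4 values within each gene gave -0.33 on average. Genes are not independent replicates, so these values describe 4 libraries.

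Several technical explanations were tested for the pairs, some by the lower of the correlation of sets 1 and 3 and that of sets 2 and 4. Inside the striatal-marker region it was 0.40, which argues against a different mix of regions as the whole cause. After centring in bins of gene span, with 99.9% of the compared genes matched, it was 0.47, against 0.48 without centring. The variance held by the bins of span was not measured, so this decides nothing and a trend with gene span stays open. Bins of abundance held 1.56% of the variance of the relative values, which argues against a trend with abundance as the whole cause. Centring in bins of abundance hardly moved the correlations, so it decides nothing. After thinning to equal totals, the correlation was 0.51 for sets 1 and 3 and 0.48 for sets 2 and 4. The other pairs were then at -0.81 to -0.66. This argues against unequal sampling depth as the whole cause. The lower total count of sets 1 and 3 was 1.51 times the higher total of sets 2 and 4. Library yield, or tissue quality that goes with it, thus stays open. Over the 9 other clusters with at least 30 spots in each set, the correlation of sets 1 and 3 was 0.22 to 0.53 and that of sets 2 and 4 was 0.03 to 0.54, lowest in cluster 11. The other 4 pairs were at -0.81 to -0.53, below both in all 9 clusters, which also argues against the mix of regions as the whole cause. A finer mix inside a cluster was not tested. Genotype, or handling of the animals and sections, may underlie the pairs, but 0 sets are tied to a sample by the labels, so genotype, batch and handling cannot be told apart. GC content was not tested.

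The immediate-early genes, which respond within minutes to neuronal activity, differed between the sets more than the other lists did in the striatal-marker region. Fos was at 15.9 CPM in set 1, 65.5 in set 2, 9.24 in set 3 and 88.2 in set 4 over the whole section, and Arc at 122.1, 384.4, 111.5 and 483.0 CPM. In the striatal-marker region Fos was at 5.57, 25.4, 2.11 and 22.01 CPM and Arc at 130.6, 351.1, 80.5 and 296.3 CPM. By CPM, sets 2 and 4 were both above sets 1 and 3 in all 11 genes of the list over the whole section. In the region this order held in 10. Of other genes of the same abundance, 28.2% had it over the whole section and 26.8% in the region. The exception was Egr1, at 409.1, 558.2, 391.5 and 297.0 CPM in the region, lowest in set 4. Over the whole section Egr1 was at 269.8, 401.7, 273.6 and 286.8 CPM in sets 1 to 4. TMM and RLE scaling lower set 4 relative to sets 1 and 3. The TMM factors were 0.927, 0.939 and 1.10 in sets 1, 3 and 4, and the RLE factors 0.942, 0.933 and 1.09. Under both, Egr1 over the whole section was lower in set 4 than in sets 1 and 3, so the order in all 11 genes did not hold. The order of the other genes under them was not counted. Inside the 9 other clusters with at least 30 spots in each set, the lowest percentile of the list among matched random lists was 99.1, which argues against a different mix of regions as the whole cause. Differences in the time or manner of death, in behaviour before it, or in genotype are untested candidate explanations.

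Some genes were near absent or near exclusive in a single barcode set, by a rule of at least 8-fold from every other set with at least 10 CPM on the higher side. The rule found 11 genes over the whole section, and 8 of them were 8-fold apart both inside and outside the striatal-marker region, which a different mix of brain regions would not give. Gm10260 was at 2.78 CPM in set 1 and at 148.1, 134.7 and 289.0 CPM in sets 2, 3 and 4. Tmem267 was at 0.365 CPM in set 2 and at 37.8, 25.4 and 21.1 CPM in sets 1, 3 and 4. Amd1 had 0 counts in set 3, where the lowest level of the other sets would give 2467 counts. With set 3 taken at the floor of 3 counts, it was 822.4-fold lower. In set 4, Txlna was at 2.10 CPM against at least 28.9, Olfr305 at 0.441 against at least 14.2, and H2-D1 at 0.441 against at least 17.4. In the other direction, Zfp180 was at 30.5 CPM in set 1 and at most 0.745 elsewhere, and Rec8 at 10.8 CPM in set 4 and at most 0.501 elsewhere. The other 3 genes of the rule, Pmch, Avp and Ttr, were not 8-fold apart in both areas, and for them a different mix of brain regions stays open.

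Sampling depth would not give these low values, since the lowest count expected in a low set was 1285, for Olfr305. A DNA difference of one animal under a probe, or a probe that failed in one library, may explain the genes low in a single set. A probe that failed in a single library would not explain Zfp180 and Rec8, which were high in a single set. A shared stretch of DNA would put several genes of a set beside each other. The genes of the same set formed 0 pairs within 50 genes of each other. With so few genes per set this decides nothing, and both explanations stay open. Gm10260, H2-D1, Olfr305 and Amd1 belong to families with near-identical copies or pseudogenes, so sharing of probes between copies is uncertain for them. No biological explanation was tested.

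In the striatal-marker region as reported, Drd3 was near or below the level of other spots, a side that changed with the definition of the region in sets 1 to 3. It was higher in cluster 8, led by Pdyn, Crym and Penk, in 3 of the 4 sets. The level in cluster 8 was 4.42 CPM in set 1 (32 counts), 6.99 in set 2 (37 counts), 3.48 in set 3 (29 counts) and 2.65 in set 4 (6 counts). Relative to the rest of the section this was 2.80 (1.88 to 4.05), 3.49 (2.39 to 4.97), 2.45 (1.604 to 3.62) and 1.00 (0.364 to 2.21). The value in set 4 rests on too few counts to place it.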
